A study of Arabidopsis thaliana with 149 samples.

How the data were processed

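RNA was sequenced from leaves of 5-week-old Arabidopsis thaliana plants of 23 natural accessions, either uninfected or infected with the necrotrophic fungus Sclerotinia sclerotiorum at a time point labelled 24 h. Per the labels' protocols, infection started from an agar plug with growing mycelium. The infected samples were taken from the edge of the lesion. Per the labels' protocols, RNA was extracted from ground tissue with a column kit and libraries were prepared with standard Illumina protocols. The aligner, the counting program, its version and the genome builds are not given in the sources used here.

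The deposited files hold an estimated count per gene and library, per the values in them. Their names carry the word CPM, but the values of a file add up to far more than a CPM column could and differ in total between files, so they were treated as counts. Some of the deposited estimated counts are not whole numbers, which is what a counting program gives when it divides reads between genes. With a tolerance of 1e-06, a median of 44.9% of the values above 0 were not whole in the uninfected libraries and 29.5% in the infected libraries. The design written before the data were examined had assumed values in CPM and a limma test on log2(CPM + 1). It named edgeR's quasi-likelihood test for the case that the files held counts, and that test was used. The limma test on log2(CPM + 1) became an alternative.

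Each file lists 33341 plant identifiers, of which 33056 are nuclear, 133 plastid and 152 mitochondrial. The files of infected libraries also list 11368 fungal identifiers. Gene symbols came from a RefSeq gene table for assembly TAIR10.1, in which 33056 of the plant identifiers were found. That table was used for names only, and no coordinates are given. The fungal identifiers are not paired with names in the sources used here, so fungal genes are reported as counts of genes only. The files of uninfected libraries list no fungal identifiers, so the background of fungal counts in uninfected leaves was not measured. Fungal shares of infected libraries are therefore given without such a background.

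Libraries were grouped by accession and infection as the sample titles give them, which made 46 groups. Most held 3 libraries. The file names mark some Col-0 libraries as a second set: uninfected replicates 7 to 10 and infected replicates 2 to 5. Every library was kept. Over all 11026 pairs of libraries, within and between groups, none held near-identical values: the lowest chi-square per degree of freedom was 9.12.

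Counts were rounded to whole numbers. Plant genes with at least 1 CPM in at least 3 libraries were kept, which left 20271 genes. Library totals were scaled with TMM factors. edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with a mean for each of the 46 groups and a trended dispersion. The average response is the unweighted mean of the 23 infected groups against the unweighted mean of the 23 uninfected groups. Its log2 change is the mean of the log2 changes of the accessions, so it differs from the log2 ratio of the mean CPM values printed beside it where levels vary between accessions. The same fit gave the response within each accession, an F test of whether the responses differ between accessions, and F tests between the accessions within uninfected and within infected leaves. Tests of log2 changes are two-sided. A gene was called higher or lower when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 change was at least 1 in size. For F tests the adjusted p alone was used. A standard error of a log2 change is the change divided by the square root of its F. CPM values in the text are scaled by the TMM factors.

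Gene sets, described as panels, were chosen before the data were examined. They cover the synthesis of indolic phytoalexins, jasmonate and ethylene, salicylate, pattern recognition, and photosynthesis. They were tested with limma 3.58.1's camera, with a preset correlation of 0.01 on log2(CPM + 1), two-sided and adjusted over the 5 panels. The infection score of an infected library is the mean log2(CPM + 1) of the genes higher in every accession minus that of the genes lower in every accession, less the mean of the same quantity in the uninfected libraries of its accession. The share of its variance between accessions was tested with a permutation test of 100000 resamples. Distances between accessions in uninfected and in infected leaves were compared with a Mantel test, one-sided, with as many permutations. Shares of the variance are sums of squares over all kept genes, added in the order infection, accession, interaction. Their errors are jackknife standard errors over accessions.

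The genes named in the report were fixed by rule before the data were examined. They are the 5 with the largest average increase and the 5 with the largest average decrease among genes called that way in every accession, the 5 with the largest F for a difference of response between accessions, the 5 with the largest F between accessions in uninfected leaves, and in each panel the gene with the largest average change. Other genes named were chosen after their values were seen, apart from panel members. Where all libraries of a group were at 0, a fitted fold change depends on the prior count. For such genes a log2 change is also given with every group total under 3 counts set to 3 counts, which is the limit that a count of 0 allows. This floor and all 95% Wilson intervals cover counting error only.

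The comparisons of fungal counts were added after the data were examined. The fungal share is the percent of a library's plant and fungal counts that is fungal. Its logit was compared between accessions with the permutation test used for the score. Fungal genes were tested between accessions with edgeR on fungal counts, under the filter and scaling used for plant genes.

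A check of the identity of the libraries, described as their expression fingerprint, used 500 genes whose expression in uninfected leaves differed most between accessions relative to the spread within them. Each library was correlated with the mean of the other libraries of every accession. Whether the replicate numbers pair uninfected with infected libraries was checked in 66 same-numbered pairs, by the correlation of their departures from their group means. The median r was 0.0605, and every pair was above 0.1 in only 3 of the 21 accessions with at least 3 pairs. The numbers were therefore not used as a block, except in an alternative.

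The tests were checked on simulated counts of 5000 genes with known 4-fold changes, drawn from the means and library sizes of these libraries. Each gene had the same mean in all groups apart from these changes, and infection raised 100 genes and lowered 100 in every accession. The data differ, with far more genes changed, unequal directions and groups at 0. The simulation therefore did not test scaling under such changes or the 1784 average tests that broke down. The average contrast recovered 99% of the genes raised and 98% of the genes lowered, with 3.92% false calls among the latter. A contrast of 3 against 3 libraries within Bor-1 recovered 40%. The F test of different responses recovered 88%, with 6.38% of its calls false. The F tests recovered 90% in uninfected leaves and 94.5% in infected leaves, and the fungal test recovered 98.5%. limma, which was used to compare other splits of the libraries, was checked on the same plant comparisons. Of its calls between accessions in infected leaves 17.3% were false, against 5.03% for edgeR. In its other comparisons 0% to 7.69% were false.

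Alternatives chosen before the data were examined were another filter or none, median-of-ratios scaling, DESeq2 1.42.0, limma on log2(CPM + 0.1) and log2(CPM + 5), a minimum log2 change of 2 or none, each accession alone, the replicate block, fry and an estimated correlation for panels, leaving out each accession, and leaving out each replicate number in turn from all uninfected or all infected groups. Alternatives chosen after the data were examined were limma on log2(CPM + 1), library totals without TMM factors, leaving out organellar and ribosomal RNA genes, leaving out 5 libraries with a low fingerprint correlation with their own accession, counts thinned to the lowest plant total, the fungal share as a covariate, changes centred on the median gene, a score without the uninfected baseline, and Col-0 from either set of files alone. The plant fits with libraries left out, a block or a covariate kept the dispersion trend and the genes of the full fit. The fungal fits filtered the genes and estimated the dispersion trend anew in each alternative. All alternatives of the fungal results were chosen after the data were examined.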

Results

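RNA sequencing counts were available for 149 libraries, 74 from uninfected leaves and 75 from the edge of lesions caused by Sclerotinia sclerotiorum, a fungus that kills plant tissue and feeds on it. The 23 accessions of Arabidopsis thaliana and the infection state made 46 groups. Of these, 40 groups held 3 libraries, 3 groups held 4, 2 groups held 5 and 1 group, uninfected Col-0, held 7. The title of the series names the transcriptome of the fungus during colonization of the accessions. The comparisons below address how the leaves responded, whether that response differed between accessions, and how the fungal part of the counts differed between accessions.

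Plant counts per library, in M (mega), ranged from 4.72 to 78.8 M in uninfected leaves, with a median of 29.2 M, and from 1.77 to 37.9 M in infected leaves, with a median of 9.40 M. The lowest total was that of infected Pn-0 replicate 3. Organellar genes and ribosomal RNA took a median of 5.35% of the plant counts in uninfected leaves and 6.66% in infected leaves. Their highest shares were 59.1% in uninfected Nok-3 replicate 2 and 75.3% in infected Ws-0 replicate 2.

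The fungal share of the counts of an infected library averaged 56.9% ± 15.5 (SD, n = 75). The lowest share was 6.05% in infected Col-0 replicate 4, with a 95% Wilson interval of 6.04% to 6.05%. The highest was 83.9% in infected Ct-1 replicate 4, with an interval of 83.88% to 83.91%. Fungal counts ranged from 2.14 to 44.4 M per infected library, with a median of 14.2 M. Col-0 had the lowest mean of all accessions, 26.7% ± 18.1 (SD, n = 5), and Ang-0 the highest, 71.8% ± 13.2 (SD, n = 4). Of the variance of the logit of the share, 52.5% lay between accessions, which passed a permutation test (p = 0.00278). This rested on Col-0: without its 5 infected libraries the share of the variance was 37.7% (permutation p = 0.174). With Col-0 from the first set of files only, a single library, it was 37.8% (permutation p = 0.202). The 4 infected Col-0 libraries of the second set had fungal shares below 30%, so the set of files and the accession could not be told apart for Col-0.

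**Figure D1:**
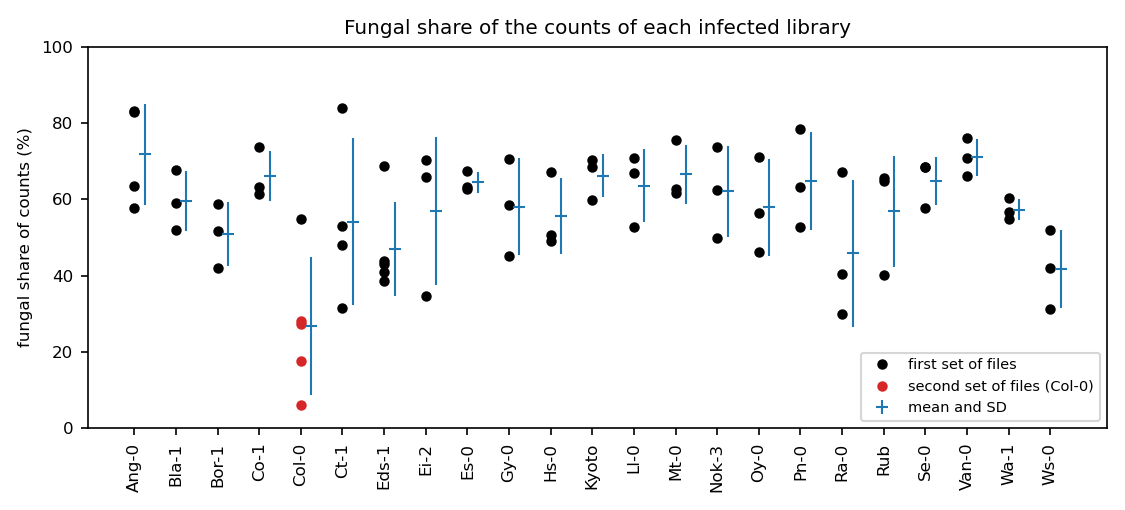
Fungal share of the plant and fungal counts in percent, for each infected library by accession, with the mean and SD of each accession beside the points. Red points are the 4 infected Col-0 libraries of the second set of files, which include the lowest share of 6.05%.

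On average over the accessions, infection changed 12156 of 20271 plant genes by a log2 change of at least 1 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, two-sided). Of these, 4972 genes were higher and 7184 were lower at the lesion edge. The count leaves out 1784 genes whose average test broke down, with an SE of 10 or more. Of them, 1469 had an accession at 0 in both states, 1640 were called in at least 1 accession, and 148 were called on average by limma on log2(CPM + 1). The median log2 change of all genes was -0.31, so changes relative to the median gene are larger by that amount upward. Centred on that median, 5868 genes were higher and 6256 lower. The excess of lower genes depends on the processing. With limma on log2(CPM + 5), which moved the split most, it reversed to 3514 higher and 2649 lower genes. Library totals without TMM factors moved it the other way, to 3340 higher and 9467 lower genes and a median of -1.01. Leaving out a single Col-0 library, uninfected replicate 10, gave 4593 higher and 7634 lower genes and a median of -0.45. Infected libraries separated from uninfected libraries on the first principal component, which held 64.03% of the variance of log2(CPM + 1). In the sums of squares over all kept genes, infection took 62.2% ± 1.39 (jackknife SE, n = 23 accessions), accession 16.0% ± 0.878, and the difference of response between accessions 7.94% ± 0.452, and 13.9% was residual. The shares were not corrected for the number of groups, so part of those for accession and for the difference of response is noise. The largest of the moves of the infection share was to 55.8%, with a pseudocount of 0.1.

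Within accessions, the number of genes called ranged from 9474 in Wa-1 to 12251 in Ct-1. Higher genes numbered between 4446 in Wa-1 and 5449 in Ang-0, and lower genes between 5028 in Wa-1 and 7063 in Ct-1. In this fit every accession had more lower than higher genes, but fitted with their own libraries alone Bor-1 (3989 higher, 3958 lower) and Ra-0 (3626 higher, 3619 lower) did not. A set of 1975 genes was called higher in each of the 23 accessions and 1594 genes were called lower in each. By contrast, 2026 genes were called higher in at least 1 accession and lower in at least 1 other. With limma on log2(CPM + 5), the alternative that moved the counts within accessions most, between 5574 and 7503 genes were called.

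**Figure D2:**
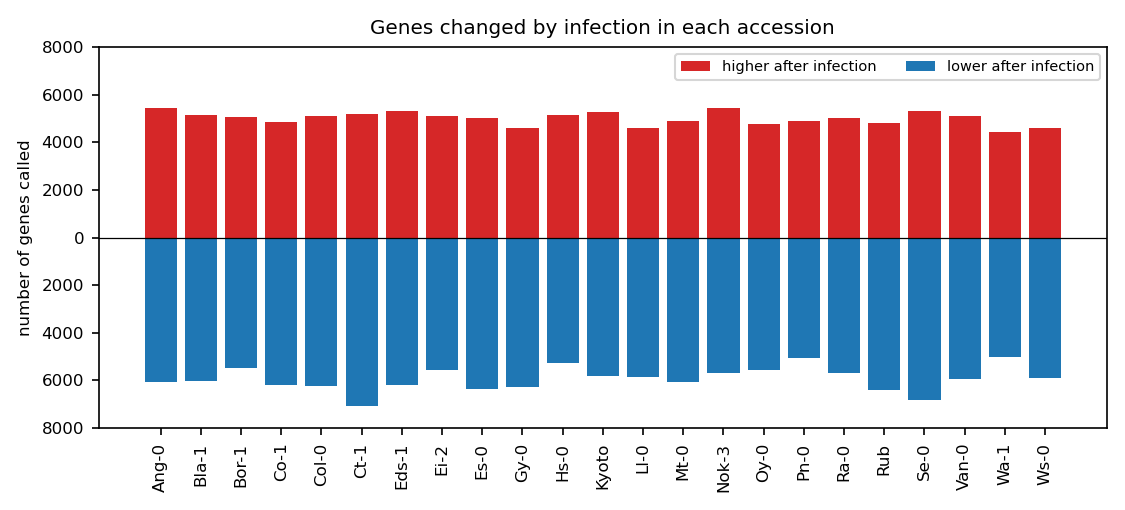
Number of plant genes called higher (red, upward) and lower (blue, downward) after infection in each accession. The totals run from 9474 in Wa-1 to 12251 in Ct-1, and in this fit every accession had more lower than higher genes.

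The genes with the largest fitted average increase among those higher in every accession were CYP71B21 (AT3G26190), CYP82C2 (AT4G31970), CYP715A1 (AT5G52400), LCR67 (AT1G75830) and BGLU27 (AT3G60120). Uninfected accession means were at most 1.18 CPM for CYP71B21, CYP715A1 and LCR67, while CYP82C2 reached 10.96 CPM and BGLU27 10.43 CPM in Gy-0. The fitted changes depend on the prior count for all but BGLU27. With the floor of 3 counts per group, CYP71B21 was higher by a log2 change of at least 13.06, from a mean of 0.0680 CPM ± 0.185 (SD over 23 accession means) to 585.0 CPM ± 364 (edgeR adjusted p = 3.8e-21). In Ct-1 its infected mean was only 0.118 CPM. CYP82C2 was higher by at least 13.24 (edgeR adjusted p = 3.9e-49), CYP715A1 by at least 13.15 (2.1e-65) and LCR67 by at least 12.63 (3.0e-62). BGLU27 had a mean of 0.774 CPM ± 2.17 in uninfected and 1464 CPM ± 442 in infected leaves. Its fitted log2 change, a mean over accessions and not the ratio of these means, was 13.39 ± 0.41 (SE; edgeR adjusted p = 1.0e-56). Each was higher in 23 of 23 accessions.

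The genes with the largest fitted average decrease among those lower in every accession were PAR1 (AT2G42870), EXPA11 (AT1G20190), AT1G49230, AT1G29460 and FBA5 (AT4G26530). FBA5 fell from 591 CPM ± 324 (SD over 23 accession means) to 3.15 CPM ± 3.39, a log2 change of -8.03 ± 0.32 (SE; edgeR adjusted p = 1.7e-45). The other 4 genes had infected groups with all libraries at 0, so their place in this order depends on the prior count. RBCS1B, with -5.93 under the floor, lies beyond PAR1, AT1G49230 and AT1G29460 under that floor. With the floor, PAR1 fell by 5.92 or more on the log2 scale (edgeR adjusted p = 4.0e-35), EXPA11 by 6.22 or more (5.8e-37), AT1G49230 by 5.12 or more (3.1e-39) and AT1G29460 by 4.40 or more (2.0e-33). Each was lower in 23 of 23 accessions.

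Panel medians are on log2(CPM + 1) and changes of single genes are those fitted by edgeR. Among the panels, the 8 genes of indolic phytoalexin synthesis had a median log2 change of 6.93 (camera adjusted p = 5.0e-06) and all 8 were called higher. CYP71A13 (AT2G30770) changed most, from 5.35 CPM ± 8.20 (SD over 23 accession means) to 5938 CPM ± 1860. Its log2 change as the mean over accessions, which exceeds the ratio of these means, was 12.09 ± 0.41 (SE; edgeR adjusted p = 1.8e-51). It was at 0 in uninfected Ct-1, and with the floor the change was at least 11.91. The 12 jasmonate and ethylene genes had a median of 3.65 (camera adjusted p = 0.00123), against 3.99 for the edgeR changes. Of these, 9 were higher and 1, VSP2, was lower with a log2 change of -3.36. The average test broke down for PDF1.2b (4.03), which was called higher in 15 accessions and lower in 1. ERF1 (AT3G23240) rose most, by 4.99 ± 0.20. The log2 changes of LOX2 and AOS reversed their sign with median-of-ratios scaling, with library totals and with DESeq2, so the direction of these 2 genes depends on scaling. The 9 pattern recognition genes had a median of 3.51 (camera adjusted p = 0.00142). RBOHD (AT5G47910) rose by 5.38 ± 0.17, while FLS2 had a log2 change of -2.12. For single genes of a panel, called here means edgeR's adjusted p under 0.05 without a minimum change: 7 pattern recognition genes were higher and 2 lower, and all 9 passed when adjusted over the list alone. Adjusted over the list alone, 8 phytoalexin genes and 10 jasmonate and ethylene genes passed.

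The 8 salicylate genes had a median of 0.57 (0.46 for the edgeR changes), which did not pass (camera adjusted p = 0.215). Of these, 4 genes were higher and 3 were lower, and 7 passed when adjusted over the list alone. ALD1 (AT2G13810) was higher by at least 7.42 with the floor (edgeR adjusted p = 1.0e-42), and EDS1 had a log2 change of -0.81. The sign of this median reversed to -0.10 when libraries were scaled by totals without TMM factors. The 18 photosynthesis genes had a median of -3.96 (camera adjusted p = 2.7e-06) and all 18 were lower, both over all genes and adjusted over the list alone. RBCS1B (AT5G38430) had the largest change, -5.99 ± 0.26 (SE; edgeR adjusted p = 1.8e-43). Its counts were not whole in 99.3% of the libraries and 20.6% of its stretches of 31 bases occur elsewhere in the genome, so its level is uncertain. With a correlation between genes estimated from the data instead of the preset one, no panel passed 0.05, with adjusted p from 0.0507 to 0.509. Under fry, all 5 panels passed, the salicylate genes at an adjusted p of 4.2e-19. fry asks whether the genes of a panel changed at all, and camera whether they changed more than other genes. Since 17116 of 20271 genes had an adjusted p under 0.05 on average (edgeR), passing fry says little about a panel.

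Whether the response differed between accessions was tested directly. The F test of different log2 changes passed for 12600 genes, 62.2% of those tested (edgeR adjusted p under 0.05). This count moved most with counts thinned to the lowest plant total, which left 8121 genes. Of the 12600 genes, 2367 were called higher in every accession or lower in every accession, so their response differed in size and not in direction.

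The largest F among these was that of AT1G56300 (F = 16.2, edgeR adjusted p = 8.6e-21). It fell in Wa-1 from 67.6 CPM ± 11.2 to 3.07 CPM ± 1.98 (SD, n = 3 each), a log2 change of -4.49. In Ll-0 it rose from 40.1 CPM ± 12.4 to 180.9 CPM ± 26.1 (SD, n = 3 each), a log2 change of 2.17. Over the accessions it was called higher in 3 and lower in 9. RFO1 (AT1G79670; F = 16.1, edgeR adjusted p = 8.6e-21) was called higher in 4 accessions and lower in 12. Its log2 change was 1.78 in Bor-1, from 12.2 CPM ± 8.36 to 41.8 CPM ± 6.02 (SD, n = 3 each), and -4.75 in Ct-1, from 5.52 CPM ± 0.730 (SD, n = 3) to 0.251 CPM ± 0.380 (SD, n = 4).

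**Figure D3:**
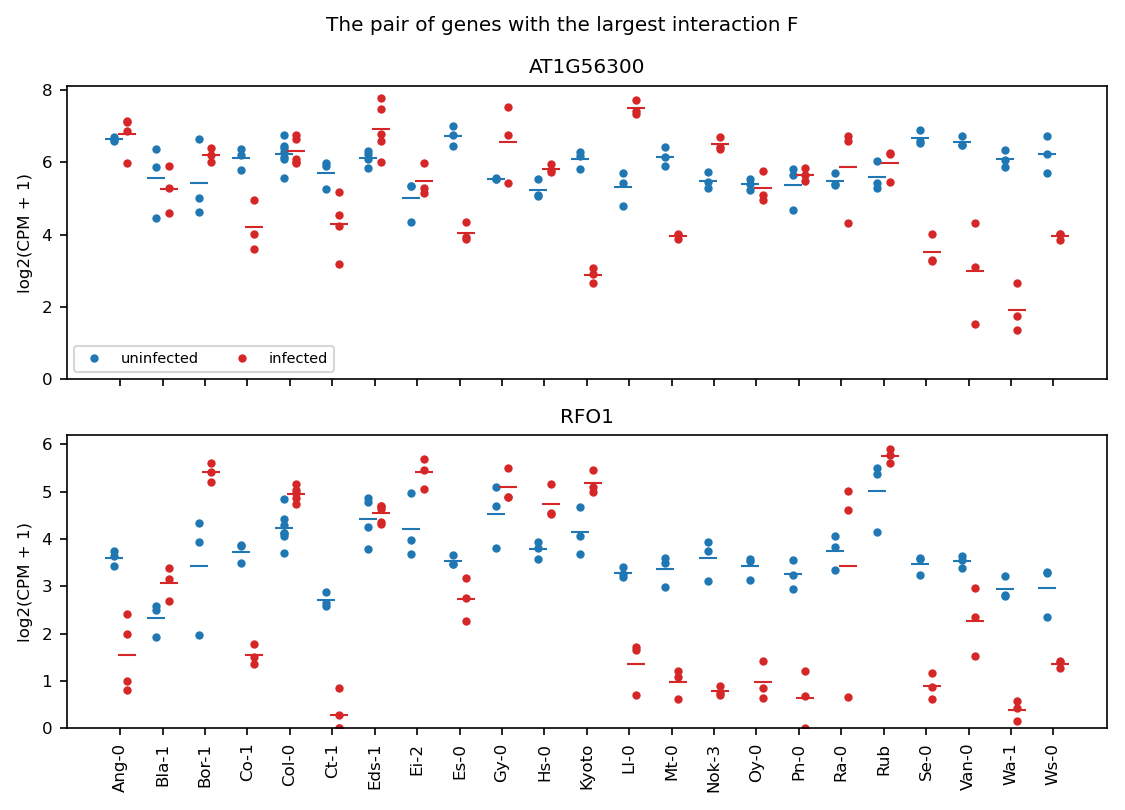
log2(CPM + 1) of AT1G56300 and RFO1, the genes with the largest F for a different response, in each uninfected (blue) and infected (red) library by accession. Dashes mark group means. AT1G56300 fell in Wa-1, with a log2 change of -4.49, and rose in Ll-0, with one of 2.17.

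AT5G25920 (F = 14.8, edgeR adjusted p = 8.1e-16) had all libraries at 0 in 9 uninfected and 6 infected groups. In Bor-1 it was at 0 in uninfected leaves and at 3.23 CPM ± 1.66 in infected leaves, and in Ct-1 at 6.08 CPM ± 0.855 (SD, n = 3) and 19.3 CPM ± 11.6 (SD, n = 4). AT1G19550 (F = 13.4, edgeR adjusted p = 8.8e-17) had 32.2 CPM ± 11.5 in uninfected and 3.12 CPM ± 1.29 in infected Se-0 leaves (SD, n = 3 each). In Wa-1 it had 4.06 CPM ± 2.06 and 13.8 CPM ± 12.0. Of its stretches of 31 bases, 23.3% occur elsewhere in the genome. AT1G72890 (F = 12.9, edgeR adjusted p = 3.0e-17) rose in Se-0 from 2.90 CPM ± 0.989 to 56.4 CPM ± 17.9 (SD, n = 3 each), a log2 change of 4.28. It fell in Ct-1 from 3.33 CPM ± 0.768 (SD, n = 3) to 0.521 CPM ± 0.760 (SD, n = 4), a log2 change of -2.48.

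In uninfected leaves, 16586 genes, 81.8% of those tested, differed between accessions (edgeR's F test, adjusted p under 0.05). In infected leaves 16189 genes, 79.9%, differed, and 13174 genes differed in both. With counts thinned to the lowest plant total, 12049 genes differed in infected leaves, the largest move of that count. HSD2 (AT3G47350; F = 104.9, edgeR adjusted p = 4.6e-44) ranged from 0 in the uninfected libraries of Ang-0 and 2 other accessions to 71.4 CPM ± 17.5 in Ll-0 (SD, n = 3). AT14A (AT3G28290) had the largest F in uninfected leaves (F = 127, edgeR adjusted p = 5.7e-25), with 316.0 CPM ± 251 in Bla-1 (SD, n = 3) and 79.1 CPM ± 30.0 in Col-0 (SD, n = 7), and at most 0.0491 CPM in the other 21 accessions. All of its stretches of 31 bases occur elsewhere in the genome, so its counts cannot be assigned with certainty. AT4G07825 (F = 88.2, edgeR adjusted p = 4.0e-35) reached 32.3 CPM in uninfected Van-0 leaves and was at 0 in 9 uninfected groups. AT1G72852, a long noncoding RNA (F = 86.9, edgeR adjusted p = 3.2e-20), was at 0 in 18 uninfected groups and reached 3.94 CPM in Van-0. AT5G25920 was also among these 5 genes (F = 78.9, edgeR adjusted p = 2.1e-39), with its highest uninfected mean of 6.41 CPM in Se-0.

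Distances between accessions in uninfected leaves correlated with those in infected leaves, with a Mantel r of 0.462. The one-sided permutation p of 1e-05 is the smallest that the 100000 permutations can give. Over the alternatives, r ranged from 0.322 to 0.554.

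The infection score, which measures the size of the shared response in each infected library, averaged 6.41 ± 0.62 (SD, n = 75). Its accession means ranged from 5.56 ± 0.33 in Wa-1 (SD, n = 3) to 7.12 ± 0.07 in Se-0 (SD, n = 3). Of its variance, 39.6% lay between accessions, which did not pass (permutation p = 0.0990). The score rose with the fungal share over the 75 infected libraries, with a Pearson r of 0.399 (permutation p = 0.00045, two-sided, adjusted p = 0.0063) and a Spearman rho of 0.361 (permutation p = 0.00147, adjusted p = 0.00686). These adjusted values cover the 14 relations computed between the score and the fungal share. Without the 2 libraries farthest from the median fungal share, infected Col-0 replicates 2 and 4, r was 0.375 (permutation p = 0.0013). Among libraries of the first set of files r was 0.247 (permutation p = 0.0367, adjusted p = 0.0513). The second set holds 4 infected libraries, too few for a value of its own. Within accessions, r was 0.227 (permutation p = 0.181) and rho 0.200 (permutation p = 0.169), so the relation was not detected there. Over the means of the 23 accessions r was 0.557 (permutation p = 0.00615), and without Col-0 and Ws-0, the 2 accessions farthest from the median, it was 0.309 (permutation p = 0.177), so it rested on those accessions.

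Of 9091 fungal genes tested, 2867 differed between accessions (edgeR's F test, adjusted p under 0.05). This count moved most when infected replicate 2 was left out of all groups, which left 152 genes.

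The expression fingerprint of each library was compared with the other libraries of its labelled accession. The correlation was highest with the labelled accession in 148 of 149 libraries, with a median r of 0.893. The genes were chosen by their difference between labels in uninfected leaves, so a high r is built in for uninfected libraries. Among the 75 infected libraries, which did not choose the genes, it was highest with the label in 74, with a median r of 0.872. The library labelled infected Ang-0 replicate 4 had an r of 0.00685 with the other Ang-0 libraries and at most 0.120 with any accession. The replicate 1 libraries of Rub and Ra-0, both uninfected and infected, had r between 0.517 and 0.564 with the rest of their accession, while the lowest value among the other libraries was 0.744. In the text, values of Ang-0, Rub and Ra-0 are those of the libraries so labelled.

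**Figure D4:**
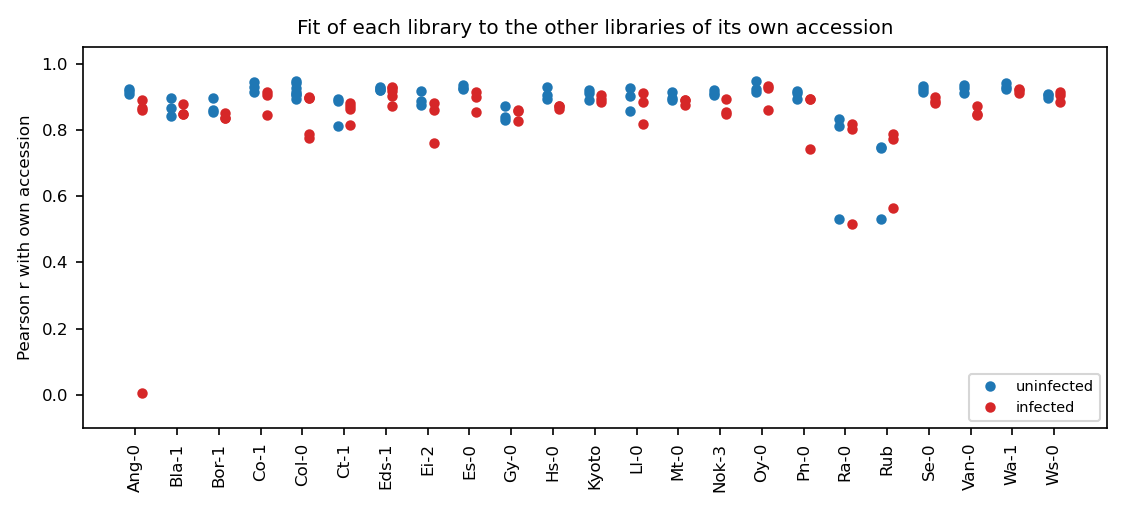
Pearson r of the expression fingerprint of each library, over 500 genes, with the mean of the other libraries of its labelled accession, for uninfected (blue) and infected (red) libraries. Infected Ang-0 replicate 4 lies at 0.00685, and the replicate 1 libraries of Ra-0 and Rub lie between 0.517 and 0.564.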

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

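The tests of causes below, among them counts thinned for depth, the other splits of the libraries and the separate test of 3 genes with more shared reads, were chosen only after the result they explain was seen. For depth, for shared reads on the genes named by rule, for counting noise in uninfected Eds-1 replicate 4 and for other silent genes in uninfected Col-0 replicate 10, what each cause would give was written down before the value of the test was seen.

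The response to infection differed between accessions for 12600 genes by the test of that difference. Of 100 splits tested with limma, 1, the real one, gave as many genes. These splits moved accession labels within each infection state, which removed all differences between accessions. They argue against chance for differences between accessions as a whole, and do not test the difference of response alone. A difference in depth does not account for the whole pattern, since 8121 genes passed with counts thinned to the lowest plant total, 7876 of them among the 12600. With the fungal share of each library as a covariate, 11601 genes passed, of which 11443 were among the 12600. Leaving out organellar and ribosomal RNA genes gave 12585, leaving out the second set of Col-0 files gave 11591, and leaving out the 5 libraries with a low fingerprint correlation gave 13682. None of these factors could therefore account for the whole pattern. A difference between the accessions in their response stays open as a hypothesis. A difference in how far the lesions had advanced, a loss of reads from genes that differ from the reference and a batch of uninfected libraries stay open too. These other causes were not tested here for this result. On the second principal component, with 5.79% of the variance, uninfected Pn-0 libraries lay between -17.99 and -17.72 and uninfected Es-0 libraries between 8.16 and 12.57. Uninfected Gy-0 replicate 1 (12.91) lay opposite to replicates 2 (-4.84) and 3 (-9.55).

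The genes with the largest F for a different response had F values of 16.2 (AT1G56300), 16.1 (RFO1), 14.8 (AT5G25920), 13.4 (AT1G19550) and 12.9 (AT1G72890). Over the alternatives, each kept an adjusted p under 0.05. Among the genes named by rule other than AT14A, the highest percent of stretches of 31 bases that occur elsewhere in the genome was 23.3, in AT1G19550. It was between that and 17.95 in AT1G19550, RBCS1B and CYP82C2, so for these 3 genes reads shared with other places cannot be told apart from other causes. It was at most 6.54 in the other genes named by rule. That low percent does not exclude shared reads, since counts were often not whole even without such stretches. With 0% of such stretches, counts were not whole in 83.9% of the libraries for RBOHD and 57.05% for AT1G56300. Other genes named in the text were not tested for shared stretches. For AT14A that percent was 100, so its difference between accessions may lie in its near-identical copy.

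In 133 tests of the most extreme library of a group of 4 to 7, 21 values lay far from the others, where chance gives about 6.65. Most of these groups had nearly all libraries at or near 0 counts, where a few counts are enough. These were the log2(CPM + 1) of AT1G29460 in infected Ct-1 replicate 4 (0.40, from 1 count), AT1G19550 in infected Ct-1 replicate 3 (0.18, from 2 counts), EXPA11 in infected Eds-1 replicate 2 (0.39, from 3 counts), LCR67 in uninfected Col-0 replicate 6 (0.023, from 1 count) and AT1G19550 in uninfected Eds-1 replicate 1 (0.40, from 5 counts). AT1G49230 in infected Col-0 replicate 3 stood at 0.60, from 27 counts, against at most 0.16 in the others. AT4G07825 in infected Ct-1 replicate 4 stood at 2.37, from 13 counts, against 1.49 to 1.59. No explanation was tested for these values.

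Uninfected Eds-1 replicate 4 had counts of genes at 0 in the other uninfected Eds-1 libraries: CYP71B21 (0.23, from 6 counts), CYP82C2 (0.041, from 1 count), CYP715A1 (0.041, from 1 count), LCR67 (0.080, from 2 counts), BGLU27 (0.19, from 5 counts) and AT4G07825 (0.12, from 3 counts). Of the 1975 genes higher in every accession, 17 were seen in this uninfected Eds-1 library alone, against 7 to 11 in the others. That count alone decides nothing about counting noise, since the library held 31.3 M plant counts and the others 4.72 to 10.5 M. Per M counts it showed 0.543 such genes and the others 1.00 to 1.48. Among those others the rate was highest, 1.48, in the library with the fewest counts, 4.72 M. A low rate in the deepest library therefore does not test the cause, and its greater depth stays open as a candidate explanation. No biological explanation was tested.

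Uninfected Col-0 replicate 10 stood above the other uninfected Col-0 libraries in ALD1 (log2(CPM + 1) of 2.97 against at most 0.64), CYP71A13 (4.94 against at most 1.85), BGLU27 (2.40 against at most 0.26) and CYP82C2 (1.40 against at most 0.16). RNA of infected leaves in the library is an unlikely cause for ALD1, which stood at 68.3% of its mean in infected Col-0 leaves. The 50 most abundant genes that are higher in every accession stood at a median of 2.50% of their infected level, against 1.23% to 2.12% in the other uninfected Col-0 libraries. For the other 3 genes, which stood at 0.224% to 1.07% of their infected level, this cause cannot be told apart from others. The median of 12 other genes that are near 0 in the other uninfected Col-0 libraries was 0.0349% of their infected level, with quartiles of 0 and 0.10%, which is below those shares but rests on few genes. After these values were seen, genes that are widely used as salicylate markers were looked up. PR1 stood at 132.9 CPM and PR5 at 188 CPM in this library, against at most 9.40 and 29.0 CPM in the other uninfected Col-0 libraries. An activated defence in this plant may account for ALD1, as a hypothesis. The library belongs to the second set of files, whose other 3 uninfected libraries did not show it.

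CYP715A1 in infected Ang-0 replicate 4 had a log2(CPM + 1) of 10.57, against 9.18 to 9.36 in the other infected Ang-0 libraries. The expression fingerprint of this library was unlike Ang-0, with an r of 0.00685. A swap with another accession of the series is unlikely, since its highest r with any accession was 0.120. Low depth is unlikely too: it held 9.19 M plant counts, 36 infected libraries held fewer, and the lowest r of such libraries outside Rub and Ra-0 replicate 1 with their own accession was 0.744. A plant from outside the 23 accessions, or a mixture, cannot be told apart from other causes without further genotypes.

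FBA5 in infected Eds-1 replicate 5 had a log2(CPM + 1) of 4.93, from 193 counts, against 0.25 to 0.58 in the other infected Eds-1 libraries. More uninfected tissue in the sample is an unlikely cause, since its infection score of 6.44 was the highest of the 5 infected Eds-1 libraries. No biological explanation was tested.

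The fungal share of infected Eds-1 replicate 1 was 68.7%, against 38.6% to 43.8% in the other infected Eds-1 libraries. With organellar and ribosomal RNA genes left out of the total, it was 70.2% and the others were 40.2% to 56.2%. The gap to the nearest library over the whole range then fell to 0.468, below Dixon's critical value, so these genes may account for part of the distance. It remained the highest share, and a difference in how far the lesion had grown was not tested.

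Uninfected Col-0 replicate 7 held 78.8 M plant counts, against 29.5 to 43.1 M in the other uninfected Col-0 libraries. Organellar and ribosomal RNA genes took 1.74% of them, within the range of 1.12% to 6.25% of uninfected Col-0, so these genes are an unlikely source. No biological explanation was tested.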

How the results depend on the processing

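Of 1027 comparisons of a result of the report with an alternative, 954 kept their direction and their side of the threshold, or stayed within 1.5 times the count or 1 error of the value. Of the others, 57 moved, 11 became weaker, 4 became stronger and 1 reversed. All 720 further comparisons, of the single genes named by rule, kept their direction and an adjusted p on the same side of 0.05. With limma on log2(CPM + 5), AT1G29460 (-0.61) and AT1G49230 (-0.95) fell below the minimum log2 change of 1. These do not cover other panel members, such as LOX2 and AOS. Tests with limma on log2(CPM + 1), library totals, thinning, a covariate, single sets of Col-0 files, the 5 omitted libraries or omitted organellar genes, a score without the baseline, DESeq2 for genes called in every accession, and all those of fungal results, were chosen after the data were examined. Unless stated, the cause of a move was not tested.

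A log2 change of at least 2 left 2945 higher and 4548 lower genes in the average contrast, by construction. limma on log2(CPM + 5), in which the pseudocount shrinks changes of genes with low counts, gave 3514 higher and 2649 lower genes on average, which reversed the excess of lower genes, and 1576 higher and 717 lower in every accession. Within accessions it called 6711 genes in Ang-0, 6643 in Bla-1, 6377 in Bor-1, 6621 in Co-1, 5840 in Col-0, 7109 in Ct-1, 6068 in Eds-1, 6396 in Ei-2, 6848 in Es-0, 6462 in Gy-0, 6200 in Hs-0 and 6806 in Kyoto. It called 6243 in Ll-0, 6689 in Mt-0, 6862 in Nok-3, 6064 in Oy-0, 6351 in Pn-0, 6099 in Ra-0, 6480 in Rub, 7503 in Se-0, 6739 in Van-0, 5574 in Wa-1 and 5974 in Ws-0. With each accession fitted with its own libraries alone, Bla-1 had 7269 changed genes and Gy-0 7128.

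Library totals without TMM factors gave 1010 genes higher and 2543 lower in every accession. DESeq2 gave 2473 lower in every accession. Genes called in at least 20 of the 23 accessions numbered 3038 higher and 3009 lower, by construction. Library totals also reversed the median log2 change of the salicylate panel to -0.10 (camera adjusted p = 0.190). Most omissions shifted the median log2 change of all genes from -0.31 to about -0.45. These were each of the uninfected replicate numbers 4 to 10, infected replicates 2 and 5, the organellar genes and the 5 libraries. Uninfected replicates 5 to 10 are single Col-0 libraries, and each omission gave 4589 to 4593 higher and 7632 to 7635 lower genes. The shift was thus nearly the same whichever of them was left out, and does not measure what that library holds. The median was -0.46 without infected replicate 3, -0.47 without infected replicate 1 and -0.53 without the second set of Col-0 files. With median-of-ratios scaling it was -0.68, with DESeq2 -0.61 and with limma on log2(CPM + 1) -0.16.

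Without a replicate number, the average contrast gave 4475 to 4957 higher and 6995 to 7667 lower genes. The genes called in every accession numbered 1619 to 1945 higher and 1185 to 1851 lower, and 9415 to 12803 genes differed in response. Counts thinned to the lowest plant total left 8121 genes with a different response, so depth limits that count.

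The infection score differed between accessions past 0.05 without uninfected replicate 3 (44.3%, permutation p = 0.0319), with Col-0 from the second set of files only (45.1%, p = 0.0287) and without the uninfected baseline (43.7%, p = 0.0404). Without each replicate number in turn its share ranged from 37.5% to 55.4%, with p from 0.0319 to 0.287.

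The share of the variance for infection was 55.8% with a pseudocount of 0.1, 66.0% with one of 5, 57.6% with thinned counts and 59.9% with library totals. It ranged from 60.7% to 62.4% without each replicate number in turn. The share for accession was 19.1% with a pseudocount of 0.1, 13.8% with one of 5 and 17.0% without the 5 libraries, and 15.9% to 17.5% without each replicate number. The share for their interaction was 8.41% with library totals, 8.55% without the 5 libraries, 8.41% with Col-0 from the second set only and 8.55% with thinned counts, and 7.94% to 8.67% without each replicate number.

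With camera's estimated correlation, the panels of phytoalexin synthesis (median 6.93, adjusted p = 0.0507), jasmonate and ethylene (3.65, 0.0900), pattern recognition (3.51, 0.0900) and photosynthesis (-3.96, 0.165) no longer passed. Under fry, the salicylate panel (0.57) passed at an adjusted p of 4.2e-19. This answers another question than camera, since fry does not compare the panel with other genes.

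The replicate block, fitted although only 27 of 66 same-numbered pairs had an r over 0.1, gave 5037 higher and 7211 lower genes on average, 9629 genes with a different response, 15525 that differed in uninfected and 14554 in infected leaves. Each of these stayed within 1.5 times its count.

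The fungal share of counts no longer differed between accessions without Col-0 (37.7%, permutation p = 0.174) or with Col-0 from the first set only (37.8%, permutation p = 0.202). Without each infected replicate number in turn it ranged from 50.4% to 66.2%, and without replicate 2 it did not pass (54.9%, permutation p = 0.118). Fungal genes that differed between accessions ranged from 152 to 3502 without each infected replicate number, with 1318, 152 and 334 without replicates 1, 2 and 3, which leaves most groups with 2 libraries. The relation of the score with the fungal share no longer passed within accessions (r = 0.227, rho = 0.200) or over 21 accession means (r = 0.309, rho = 0.327).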

Other observations

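The tests of causes in this part, the other splits of the libraries among them, were chosen only after the result they explain was seen. For reads matched to a Col-0 reference, what this cause would give was written down before the value of the test was seen.

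The replicate 1 libraries of Rub and of Ra-0 had an expression fingerprint apart from the other libraries of the same label. Between uninfected and infected replicate 1 of the same accession, r was 0.747 and 0.768. Between replicate 1 and the other libraries of the accession it ranged from 0.321 to 0.433, and among those other libraries from 0.677 to 0.957. A swap with another accession of the series is unlikely, since 0 of the 4 libraries had their highest r with another accession, and the highest such r was 0.231. A batch shared by every replicate 1 is unlikely too, since in 19 other accessions the lowest r of a replicate 1 with another replicate was 0.663. A candidate explanation is that each label covers 2 genotypes, with replicate 1 from a plant line apart from that of the others, as the r of 0.747 would need. These labels were kept in all comparisons, and the alternative without these libraries and infected Ang-0 replicate 4 is given with the dependence on the processing.

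Among the 16586 genes that differed between accessions in uninfected leaves, Col-0 had the highest mean in 10.2%, against 1.04% to 7.57% for each of the other accessions. This is what a loss of reads would give if those of other accessions were matched to a Col-0 reference, and such a loss may account for part of the differences. Col-0 was also the lowest accession in 5.78% of these genes, and it has more libraries than the others, so the size of that part is open.

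The fungal share of the counts differed between accessions with all libraries. The second set of Col-0 files is a candidate explanation, since with the first set alone the permutation p was 0.202. Organellar and ribosomal RNA genes are an unlikely cause, since p was 0.00446 with these genes left out of the total.

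Of the fungal genes, 2867 differed between accessions by edgeR, and 2390 by limma, against at most 32 in 99 other splits of the libraries, so chance is an unlikely cause: 1 of 100 splits, the real one, gave as many. A difference in fungal share between libraries does not account for the whole, since 2739 genes differed with that share as a covariate. Libraries with a low fingerprint correlation do not account for it either, with 4114 genes left without them. Whether a single replicate number carries the result cannot be told apart from a loss of power, since 152 genes were left without infected replicate 2 and most groups then held 2 libraries. A difference between the accessions stays open as a hypothesis.

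The relation between the infection score and the fungal share held at a permutation p of 0.0367 among libraries of the first set of files, so the second set of Col-0 files may not be its whole cause. The adjusted p there was 0.0513 for Pearson's r and 0.0429 for Spearman's rho, and without Col-0 it was 0.0464 and 0.0370. Whether it comes from differences between accessions cannot be told apart at this number of libraries, with a permutation p of 0.181 within accessions.

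Other splits of the libraries were compared by limma on log2(CPM + 1). For the higher and the lower genes of the average contrast, for those called in every accession, for each panel, for the genes with a different response and for those that differed between accessions in uninfected and in infected leaves, 1 of 100 splits, the real one, gave a result as large. For the genes with a different response, the splits removed all differences between accessions, so they do not test the response alone. Chance is an unlikely cause of the others, except that the salicylate panel stays open. Its median of 0.57 lay near the largest other split, 0.40, and did not pass camera (adjusted p = 0.215). Its reversal with library totals bears on scaling and not on chance, since the median of all genes then fell too, from -0.31 to -1.01. The same held for the genes changed in Col-0 and Eds-1 with 1 of 100 splits, and in Ang-0 and Ct-1 with 1 of 35. In the other 19 accessions the real split gave the most genes of 10 splits, which cannot go below a share of 0.1.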
